A study of Mus musculus with 16 samples. Its data were reported in "Ets transcription factor GABP controls T cell homeostasis and immunity" (2017).

How the data were processed

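Naive T cells (CD25 negative and CD44 low among other sort criteria) of the CD4 and CD8 lineages had been sorted from spleen and lymph nodes of Gabpa floxed mice (WT) and of such mice that also carried CD4-Cre (KO). Per the labels, part of each sort was lysed at 0 h and the rest was cultured for 18 h with antibodies to CD3 and CD28 and with IL-2. Total RNA went through 2 rounds of amplification, was labelled with biotin and was hybridized to Affymetrix mouse expression arrays. The 16 arrays formed 8 groups of 2 biological replicates, and the groups were taken from the labels.

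The deposited table held log2 probe set values that the authors had made from the array images with the R package affy, whose version was not given. Its 22690 probe sets included 64 controls. Array medians lay between 5.24 and 5.43, and single values between 1.62 and 14.45, as for summaries that had been normalized between arrays; the exact summary method was not given in the sources used. No further normalization was applied. Normalization of this kind assumes that most transcripts do not shift between arrays, so a change of total RNA per cell would not be seen. Arrays give no read depth, and their number limits the precision. Probe sets were joined to gene symbols through the platform's gene identifiers, and 20393 of them named exactly 1 gene, 691 named several and 1606 none; 20364 of the first were matched in the RefSeq gene table of mouse assembly GRCm38.p6, which served for names and for which genes neighbour each other. Each of the 12394 genes tested was represented by the probe set with the highest mean over the 16 arrays among those that named that gene alone. For 4958 genes there was more than 1 such probe set.

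Differences were fitted with limma 3.58.1 in R 4.3.3, with a mean for each of the 8 groups and 1 estimate of the spread per gene over all 16 arrays (8 residual degrees of freedom, with 4.32 added by the empirical Bayes prior). A gene was called where the Benjamini-Hochberg adjusted p of the two-sided test against 0 was under 0.05 and the fold was over 1.5. The contrasts were KO minus WT in each lineage and at each time, 18 h minus 0 h in each lineage and genotype, the difference of that response between KO and WT, and the difference of the KO effect between CD8 and CD4 cells. Overlaps of calls between lineages were set beside the number that independent lists of the same sizes would share.

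Gene lists were tested with limma's camera at its preset correlation between genes of 0.01. There were 32 lists, of which 31 had at least 3 measured members, and the 124 tests over the 4 KO contrasts were adjusted together. They covered GABP subunits, Ets family factors, MCM helicase and replication origin factors, DNA polymerases and the replication fork, thymidylate, folate and dNTP synthesis, G1 and S phase cyclins with their kinases and E2F factors, mitosis, the mitochondrial ribosome, the respiratory chain and ATP synthase, the TCA cycle, mitochondrial import with translation factors and quality control, cytosolic ribosomal proteins, ER stress, p53 targets and apoptosis, redox defence, T cell activation, naive T cell and Foxo1 targets, glycolysis and sterol synthesis. Marker lists covered B cells, myeloid and dendritic cells, NK cells, regulatory T cells, memory and effector T cells, erythroid cells and platelets, thymocytes, and the CD4 and CD8 lineages. Another 4 lists held genes that the study's text names and that were chosen on these samples. Older synonyms were matched to current symbols. After the data were seen this was limited to names that are no current symbol, which removed 1 false match in glycolysis.

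The tests, thresholds, gene lists, most alternatives and the rule for named genes were fixed before the data were examined. By that rule the genes named were the GABP subunits, the 8 lowest and 8 highest by mean of both lineages among genes called in both at each time, genes that the study's text names, up to 4 called and 2 uncalled members per list and time, the 5 highest and 5 lowest in stimulation and in the response difference, and up to 4 genes that differed between lineages. The same steps were tested on simulated data with the noise of these arrays and 200 changed genes. A log2 change of 1 was recovered for 70%, 70%, 65% and 69% of genes in CD4 0 h, CD8 0 h, CD4 18 h and CD8 18 h, a change of 2 for 97%, 99%, 98% and 98%, and 7, 6, 8 and 8 of the 174, 175, 171 and 175 calls were false. A list shifted by 0.5 was found in all 4, with 0 other lists of 31 called. Correlation within lists (estimated at 0.65 for MCM factors) and unequal noise between arrays were not tested.

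The labels number the replicates but do not say which cells came from 1 mouse. Across genes, which are not independent replicates, the difference of replicate 2 and replicate 1 in one group was correlated with that in another group at 0.26 to 0.45 for the 6 pairs of CD4 groups, 0.18 to 0.56 for the 6 pairs of CD8 groups and -0.60 to -0.12 for the 16 pairs across lineages. Same-numbered arrays thus deviated together within a lineage and oppositely between lineages, and a block for replicate number within each lineage was added as an alternative after this was seen.

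Other alternatives were limma's treat at 1.5-fold, the kind of test that the study's methods describe, no fold cutoff, the dimmest 40% of genes left out, any probe set or the mean of the probe sets of a gene, quantile normalization, cyclic loess, centring on array medians, only the arrays of the groups compared or of the lineage, trended and robust empirical Bayes, array weights, a replicate block across lineages, a random block, each of the 16 arrays left out in turn, camera on ranks and camera with an estimated correlation. After the data were seen, the 3 arrays of highest 3' to 5' difference in their control probe sets were left out together, and that difference was used as a covariate. With 1 array of a group left out, the lone array was assumed to vary like the other groups. The study's cell counts, flow cytometry and binding data were not used here.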

Results

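Gene expression was measured in naive T cells of WT and KO mice, in which a Cre recombinase active in developing T cells removes part of Gabpa. This gene encodes the DNA-binding subunit of GABP, a transcription factor of the Ets family. CD4 and CD8 cells were profiled either straight after sorting (0 h) or after 18 h of culture with anti-CD3, anti-CD28 and IL-2, a standard stimulus through the T cell receptor. Each of the 8 groups held 2 arrays, 16 in all. Cd8a, a marker of the CD8 lineage, lay between 10.89 and 12.01 (log2) in CD8 arrays and between 4.42 and 7.56 in CD4 arrays. Its highest values in CD4 arrays were those of CD4 WT replicate 1, at 7.56 at 0 h and 6.85 at 18 h. Cd4 lay between 6.34 and 7.26 in CD4 arrays and between 4.78 and 5.59 in CD8 arrays. Differences are given as log2 values with their standard error (SE) from limma, with n = 2 arrays per group, and their p-values measure only the spread between these samples.

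Signs of RNA quality differed between arrays. In CD8 KO 18 h replicate 2 the 3' probe sets for actin and Gapdh exceeded the 5' probe sets by 3.38 and 4.15, against at most 2.09 and 1.07 in the other 15 arrays, and the mean of both differences was 3.76. Next came CD4 WT 0 h replicate 1 at 1.58 and CD8 KO 0 h replicate 2 at 1.11, and the remaining 13 arrays lay between 0.46 and 0.85. Replicates of a group were correlated across genes at 0.9797 to 0.993 in 7 groups and at 0.947 in CD8 KO 18 h.

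**Figure D1:**
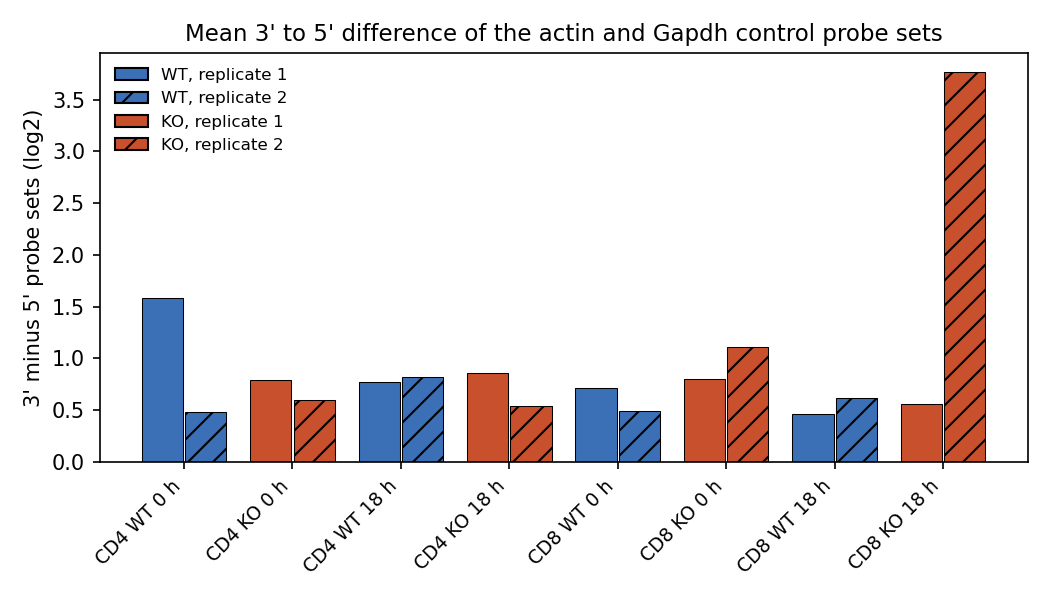
Difference between the 3' and 5' control probe sets (log2, mean of actin and Gapdh) for each array, by group and replicate. The bar of CD8 KO 18 h replicate 2 reaches 3.76 and the others lie between 0.46 and 1.58.

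Gabpa was first examined in each array. Its brightest probe set lay between 8.74 and 9.34 in the 8 WT arrays and between 9.09 and 9.79 in the 8 arrays labelled KO. The difference of KO and WT was 0.59 ± 0.20 in CD4 and 0.12 ± 0.20 in CD8 cells at 0 h. At 18 h it was 0.72 ± 0.20 and 0.31 ± 0.20, and only that in CD4 cells at 18 h passed the test. A dimmer probe set lay between 6.29 and 7.69 in WT and between 7.62 and 9.20 in KO arrays. It was higher in KO by 1.36 and 0.95 in CD4 and CD8 cells at 0 h and by 1.53 and 1.18 at 18 h (adjusted p over all probe sets = 0.0449, 0.168, 0.00723 and 0.0498). Where these probe sets lie relative to the deleted part of the gene is not given in the sources used, so that their signal checks nothing about the deletion. Gabpb1, which encodes the partner subunit of GABP, rose in all 4 comparisons. It did so by 1.37 ± 0.22 and 1.63 ± 0.22 at 0 h and by 1.46 ± 0.22 and 1.43 ± 0.22 at 18 h in CD4 and CD8 cells. Of the 2 measured GABP subunits 1, 1, 2 and 1 were thus called higher in CD4 0 h, CD8 0 h, CD4 18 h and CD8 18 h (2, 1, 2 and 1 adjusted over the list alone). Gabpb2 was not analysed here. The Gabpb1 call held whichever array was left out except in CD4 at 0 h. The Gabpa call was lost without any 1 of 12 arrays, CD8 WT 18 h and CD8 KO 18 h being the exceptions. Among 15 Ets family factors 0, 0, 1 and 0 were called in the same order (1, 0, 0 and 0 adjusted over the list alone). Elk3 rose by 0.92 ± 0.25 in CD4 cells at 18 h, a call kept in 3 of 16 runs with 1 array left out, and the list did not pass camera (adjusted p = 0.458, 0.0774, 0.161 and 0.386).

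The comparison of KO with WT at 0 h asked which transcripts depend on GABP in resting T cells. Lowest in KO cells of both lineages were Mtx2, which encodes a factor of protein import into mitochondria (-2.74 ± 0.32 in CD4 and -3.39 ± 0.32 in CD8 cells), and Krt10, a keratin gene (-3.69 ± 0.54 and -2.40 ± 0.54). Yae1d1 fell by 2.60 ± 0.31 and 3.12 ± 0.31. Ccz1, of vesicle traffic, fell by 3.01 ± 0.24 and 2.62 ± 0.24, and Nubp1, of iron-sulfur cluster assembly, by 2.98 ± 0.28 and 1.89 ± 0.28. The zinc finger gene Zscan12 fell by 2.75 ± 0.24 and 2.04 ± 0.24, the complex I assembly factor Ndufaf1 by 2.19 ± 0.36 and 2.37 ± 0.36, and Faap20, of the Fanconi anemia repair pathway, by 2.04 ± 0.34 and 2.52 ± 0.34. Highest were Eme1, which encodes a subunit of a DNA repair endonuclease (3.15 ± 0.23 and 3.34 ± 0.23), the kinetochore gene Cenph (2.75 ± 0.32 and 2.71 ± 0.32) and Cip2a, an inhibitor of protein phosphatase PP2A (2.64 ± 0.28 and 2.22 ± 0.28). Gkap1, Oplah, the mitotic checkpoint gene Trip13, the anaphase-promoting complex gene Anapc15 and Ecm1 rose by 1.21 to 2.10 in CD4 and by 1.80 to 2.79 in CD8 cells. Ccz1, Mtx2, Yae1d1, Zscan12, Eme1, Cenph and Cip2a kept their calls in both lineages whichever array was left out. The others named here lost theirs in at least 1 lineage without at least 1 array.

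With limma 66 genes were higher and 92 lower in KO CD4 and 140 and 62 in KO CD8 cells. These counts fell whichever compared array was left out, leaving 1 in its group. In CD4 cells the 158 calls became 45 and 39 without CD4 WT 0 h replicates 1 and 2, and 23 and 36 without CD4 KO 0 h replicates 1 and 2. In CD8 cells the 202 calls became 54 and 38 without CD8 WT 0 h replicates 1 and 2, 67 and 45 without CD8 KO 0 h replicates 1 and 2, and 313 without either array of CD8 KO 18 h. They were 281 and 434 with a block for replicate number within each lineage, and 102 and 112 without the 3 arrays of highest 3' to 5' difference. Centring on array medians gave 34 higher and 74 lower genes in CD4 cells, so that 31.5% in place of 41.8% of the calls were higher. Of the 39 named genes called in CD4 cells and the 42 called in CD8 cells, 13 and 18 kept the call whichever array was left out.

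Genes of mitochondrial import, translation factors and quality control split at 0 h. Of 46 members, 2 were higher and 6 lower in KO CD4 cells and 2 were higher and 4 lower in KO CD8 cells (3 and 6, and 5 and 5, adjusted over the list alone). Besides Mtx2, the members that fell included Romo1, an inner membrane protein (-2.32 ± 0.31 and -1.87 ± 0.31), the translation initiation factor gene Mtif2 (-0.89 ± 0.17 and -0.78 ± 0.17) and the protease gene Oma1 (-0.73 ± 0.14 and -0.80 ± 0.14), although the call of Mtif2 in CD8 cells was kept in 2 of 16 runs with 1 array left out. Stoml2 and the import gene Timm10 fell in CD4 cells, by 2.33 ± 0.26 and 1.62 ± 0.29, with values of -1.12 ± 0.26 and -0.71 ± 0.29 in CD8 cells that did not pass. The list as a whole did not pass camera (adjusted p = 0.902 and 0.661), and in CD4 cells its median of 0.05 and its mean of -0.14 had opposite signs. The lower members became 3 without any 1 of the CD4 arrays at 0 h, and in CD8 cells they became 1 without any 1 of the CD8 arrays at 0 h. The higher members became 0 in CD4 cells without any 1 of CD4 WT 0 h, CD4 KO 0 h, CD4 KO 18 h and CD8 WT 0 h, and 1 without any 1 of CD4 WT 18 h and CD8 KO 0 h. In CD8 cells the higher members became 0 without either CD8 WT 0 h array or CD8 KO 0 h replicate 2, and 4 without either CD8 KO 18 h array.

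Other mitochondrial groups had few calls at 0 h. The mitochondrial ribosome, with 74 members, had 1 higher and 1 lower member in CD4 cells and 2 higher and 0 lower in CD8 cells (1 and 2, and 2 and 1, adjusted over the list alone). Its median rose by 0.25 in CD8 cells (camera adjusted p = 0.000957; adjusted p = 0.852 with an estimated correlation) and the list did not pass in CD4 cells (adjusted p = 0.956). Without the 3 arrays of highest 3' to 5' difference that median was 0.08. Its 2 higher members in CD8 cells became 0 without either CD8 WT 0 h array or CD8 KO 0 h replicate 2 and 1 without CD8 KO 0 h replicate 1. Mrpl16, of its large subunit, fell by 1.23 ± 0.19 in CD4 cells and stood at -0.84 ± 0.19 in CD8 cells (adjusted p = 0.0542). The respiratory chain and ATP synthase list, with 86 members, had 1 higher and 2 lower in CD4 and 1 higher and 1 lower in CD8 cells, with the same counts adjusted over the list alone. Camera gave adjusted p = 0.986 and 0.206. Cox8a, of cytochrome oxidase, fell by 1.05 ± 0.22 in CD4 cells, a call kept in 4 of 16 runs with 1 array left out. The 2 lower members became 0 without any 1 of CD4 WT 0 h and CD4 KO 0 h and 1 without any 1 of CD4 WT 18 h, CD4 KO 18 h, CD8 WT 0 h and CD8 WT 18 h. Of 20 TCA cycle genes 1 fell in each lineage (1 higher and 1 lower adjusted over the list alone). Idh3b, for a subunit of isocitrate dehydrogenase, fell by 1.91 ± 0.16 and 1.48 ± 0.16, and the list did not pass (adjusted p = 0.961 and 0.902). Of 51 genes matched as cytosolic ribosomal proteins 1 fell in each lineage, with the same count adjusted over the list alone (adjusted p = 0.33 and 0.0794). It was Rps6kc1 (-0.93 ± 0.17 and -1.34 ± 0.17), which encodes a kinase-like protein and is no ribosomal protein.

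Mitosis genes were higher in resting KO CD8 cells. Of 21 members 13 rose (17 adjusted over the list alone), with a median of 1.76. Among them Mki67, the proliferation marker, rose by 2.08 ± 0.34, and Bub1, of the spindle checkpoint, by 2.04 ± 0.37. The mitotic cyclin gene Ccnb2 rose by 2.03 ± 0.18, the mitotic kinase genes Cdk1 and Aurkb by 2.06 ± 0.28 and 1.90 ± 0.28, and the topoisomerase gene Top2a by 1.82 ± 0.35. In CD4 cells 2 members rose (3 adjusted over the list alone). These were Cenpf by 1.22 ± 0.21 and Ccnb2 by 0.91 ± 0.18, with a median of 0.56 for the list. The list passed camera in both lineages (adjusted p = 3.06e-24 in CD8 and 8.98e-08 in CD4 cells). With an estimated correlation the call in CD4 cells was lost (adjusted p = 0.303 with an estimated correlation) and that in CD8 cells stood at adjusted p = 0.0414, or 0.127 with a block for replicate number within each lineage. The 13 calls became 7 and 2 without CD8 WT 0 h replicates 1 and 2, and 4 and 5 without CD8 KO 0 h replicates 1 and 2. Without the 3 arrays of highest 3' to 5' difference they were 7, with a median of 1.82. The 2 calls in CD4 cells became 0 without any 1 of CD4 WT 0 h and CD4 KO 0 h and 1 without either array of CD4 KO 18 h.

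Groups that act earlier in the cell cycle had few calls at 0 h. Of 21 MCM helicase and origin factors, 1 rose in CD8 cells (9 adjusted over the list alone) and 0 in CD4 cells (0 adjusted over the list alone), with medians of 0.47 and 0.16, the latter 0.28 without the 3 arrays of highest 3' to 5' difference. Cdc6, for a loader of the helicase, rose by 2.11 ± 0.38. This list passed camera (adjusted p = 4.92e-09 and 0.0239), and both calls were lost with an estimated correlation (adjusted p = 0.353 and 0.848 with an estimated correlation). DNA polymerases and the replication fork, with 24 members, had 0 calls in both lineages (5 higher in CD8 and 0 in CD4 cells adjusted over the list alone). Its median was 0.46 in CD8 cells (adjusted p = 2.75e-06; adjusted p = 0.41 with an estimated correlation), and in CD4 cells adjusted p was 0.184. With a block for replicate number within each lineage 4 genes rose in each of these 2 lists in CD8 cells. Of 19 genes of thymidylate, folate and dNTP synthesis 1 rose in CD8 cells (3 adjusted over the list alone) and 0 in CD4 cells (0 adjusted over the list alone). Rrm2, of ribonucleotide reductase, rose by 2.15 ± 0.35, and the list did not pass (adjusted p = 0.0973 and 0.269). Of 20 genes of G1 and S phase 3 rose in CD8 cells (5 adjusted over the list alone), among them the cyclin genes Ccne2 (1.79 ± 0.37) and Ccna2 (1.68 ± 0.38). Camera gave adjusted p = 0.0344 there (adjusted p = 0.43 with an estimated correlation). In CD4 cells 0 rose (0 adjusted over the list alone, adjusted p = 0.725). Those 3 calls became 1 without any 1 of CD4 WT 0 h, CD4 KO 0 h and CD8 WT 0 h replicate 1, and 0 without any 1 of CD4 KO 18 h, CD8 KO 0 h and CD8 WT 0 h replicate 2.

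Among stress groups at 0 h, 2 of 30 genes of ER stress and the integrated stress response rose in each lineage (2 and 2 adjusted over the list alone). They were Atf6, a sensor of unfolded protein (1.03 ± 0.19 in CD4 and 1.504 ± 0.19 in CD8 cells), and Sdf2l1, of the ER (0.72 ± 0.16 and 1.08 ± 0.16). The list passed camera (adjusted p = 0.00452 and 0.044; adjusted p = 0.248 and 0.398 with an estimated correlation). In CD4 cells 0 of these calls remained without any 1 of CD4 WT 0 h and CD4 KO 0 h and 1 without any 1 of CD4 WT 18 h, CD4 KO 18 h, CD8 WT 0 h, CD8 KO 0 h and CD8 WT 18 h. In CD8 cells 1 remained without CD8 WT 0 h replicate 1 or CD8 KO 0 h replicate 2. Of 24 p53 targets and apoptosis genes 1 rose in each lineage (2 and 1 adjusted over the list alone). Gadd45g rose by 1.51 ± 0.28 and 1.64 ± 0.28, and the list did not pass (adjusted p = 0.184 and 0.0961). Of 17 glycolysis genes 1 fell in each lineage (1 and 1 adjusted over the list alone). The glucose transporter gene Slc2a3 fell by 1.08 ± 0.19 and 1.06 ± 0.19 (adjusted p = 0.135 and 0.661 for the list). T cell activation, with 26 members, had 0 calls in CD4 and 1 in CD8 cells (0, and 2 higher and 1 lower, adjusted over the list alone). The call was the transcription factor gene Nfil3 at 1.07 ± 0.24, kept in 4 of 16 runs with 1 array left out, and the list had adjusted p = 0.832 and 0.754. Redox defence (23 members), naive T cell and Foxo1 targets (16) and sterol synthesis (14) had 0 calls in both lineages. In CD8 cells 1 redox gene was higher adjusted over the list alone, and 2 were called with a block for replicate number within each lineage. The camera adjusted p values of the redox, naive and sterol lists in CD4 and CD8 cells were 0.961 and 0.23, 0.811 and 0.135, and 0.902 and 0.253. Il7r, which encodes the receptor subunit for IL-7, stood at 0.18 ± 0.55 and -0.01 ± 0.55.

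Markers of other cells had few calls at 0 h. In CD4 cells 2 of 16 memory and effector markers fell (4 adjusted over the list alone), the chemokine receptor gene Cxcr3 by 1.52 ± 0.32 and Ahnak by 1.20 ± 0.19. The median of the list was -0.60 (adjusted p = 0.00641; adjusted p = 0.41 with an estimated correlation), and -0.16 without the 3 arrays of highest 3' to 5' difference. These 2 calls became 0 without CD4 WT 0 h replicate 1 or either CD4 KO 0 h array, and 1 without any 1 of the others except those of CD8 KO 18 h. In CD8 cells 0 of the 16 were called (1 higher and 2 lower adjusted over the list alone, adjusted p = 0.902), with Cxcr3 at 1.09 ± 0.32 and Ahnak at -0.61 ± 0.19. Of 9 NK cell markers Fcgr3 fell in CD4 cells by 1.25 ± 0.26 (1 adjusted over the list alone, adjusted p = 0.314), a call kept in 5 of 16 runs with 1 array left out, and 0 were called in CD8 cells (adjusted p = 0.332). The lists for B cells (14 members), myeloid and dendritic cells (16), regulatory T cells (8), erythroid cells and platelets (8), thymocytes (9), the CD4 lineage (7) and the CD8 lineage (9) had 0 calls at 0 h. Adjusted over the list alone, 1 myeloid and 1 regulatory T cell marker were lower in CD4 cells. The smallest of the adjusted p values of these 7 lists was 0.105, for B cells in CD8 cells.

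The comparison at 18 h asked which transcripts depend on GABP after stimulation. Some of the genes lowest at 0 h were again among the lowest. Yae1d1 fell by 3.62 ± 0.31 in CD4 and 3.09 ± 0.31 in CD8 cells and Ccz1 by 3.55 ± 0.24 and 2.82 ± 0.24. Ndufaf1 fell by 3.24 ± 0.36 and 2.63 ± 0.36, Zscan12 by 3.02 ± 0.24 and 2.79 ± 0.24 and Krt10 by 3.13 ± 0.54 and 2.26 ± 0.54. Romo1 fell by 3.19 ± 0.31 and 2.54 ± 0.31, Pik3r4, a subunit of the lipid kinase of autophagy, by 3.45 ± 0.24 and 2.28 ± 0.24, and Mad2l2, of translesion DNA synthesis, by 3.31 ± 0.26 and 1.97 ± 0.26. Highest in KO cells were the collagenase gene Mmp13 (4.45 ± 0.41 and 2.90 ± 0.41), the troponin gene Tnnt2 (4.02 ± 0.39 and 1.98 ± 0.39). They were followed by Rgs16, a regulator of G protein signaling (2.66 ± 0.22 and 2.24 ± 0.22), the retinol carrier gene Rbp4 (0.86 ± 0.21 and 3.95 ± 0.21) and Ddit3, which encodes the stress factor CHOP (2.70 ± 0.22 and 1.92 ± 0.22). The cytokine gene Il1a rose by 3.72 ± 0.20 and 0.88 ± 0.20, Nsun6, of RNA methylation, by 2.79 ± 0.33 and 1.63 ± 0.33, and the histone gene H2aw by 2.28 ± 0.33 and 2.13 ± 0.33. Mtx2 (-2.01 ± 0.32 and -2.70 ± 0.32), Nubp1 (-3.04 ± 0.28 and -1.77 ± 0.28) and Faap20 (-1.99 ± 0.34 and -2.10 ± 0.34) fell as at 0 h. Oplah (1.89 ± 0.30 and 2.10 ± 0.30) and Eme1 (1.04 ± 0.23 and 1.39 ± 0.23) rose as at 0 h. Yae1d1, Ccz1, Ndufaf1, Zscan12, Romo1, Pik3r4, Mad2l2, Mtx2, Mmp13, Rgs16 and Ddit3 kept their calls in both lineages whichever array was left out. The other genes named here lost theirs in at least 1 lineage, Krt10 in CD8 cells in all but 5 of 16 runs.

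With limma 337 genes were higher and 513 lower in KO CD4 cells at 18 h, and 197 and 144 in KO CD8 cells. The 850 calls in CD4 cells became 387 and 491 without CD4 WT 18 h replicates 1 and 2, and 481 and 306 without CD4 KO 18 h replicates 1 and 2. The 341 calls in CD8 cells became 61 without CD8 WT 18 h replicate 2, 1766 without CD8 KO 18 h replicate 1 and 193 (59 higher and 134 lower) without CD8 KO 18 h replicate 2. They were 196 without the 3 arrays of highest 3' to 5' difference and 796 with a block for replicate number within each lineage. Cyclic loess gave 170 higher and 252 lower genes in CD8 cells, so that 40.3% in place of 57.8% of the calls were higher. Of the 92 named genes called in CD4 cells and the 57 called in CD8 cells, 63 and 25 kept the call whichever array was left out.

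**Figure D2:**
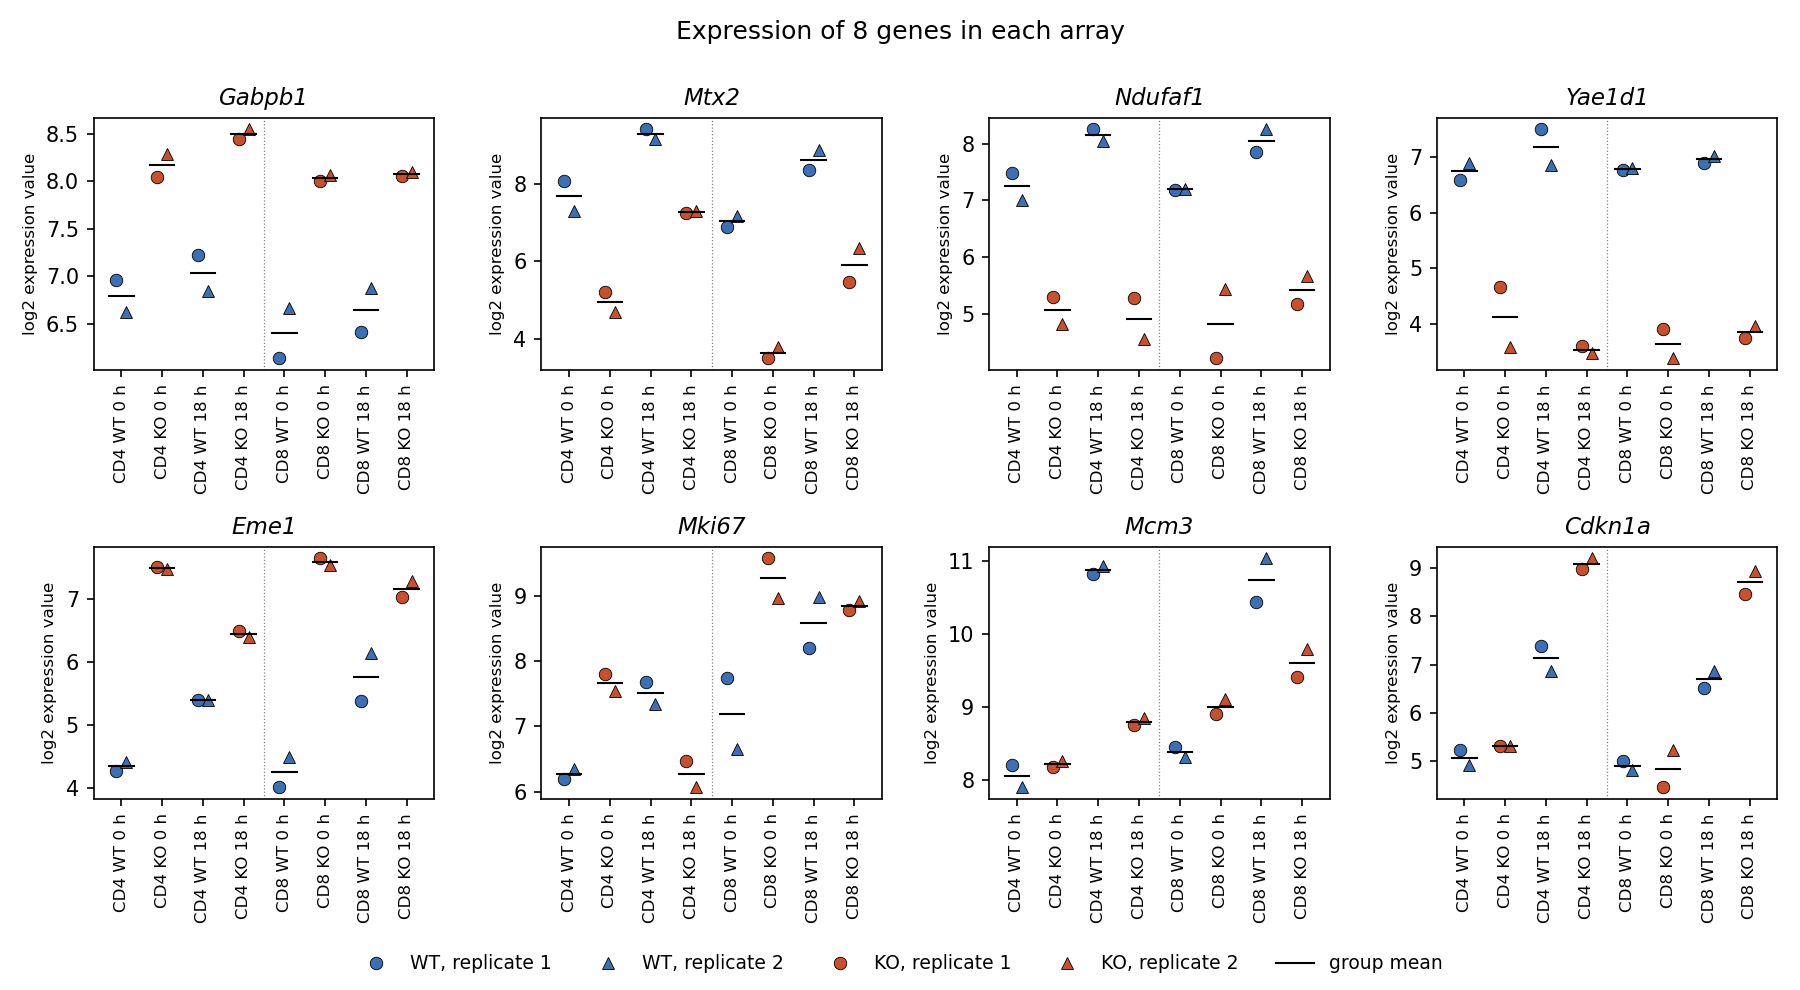
Expression value (log2) of 8 genes in each of the 16 arrays, by lineage, genotype and time, with circles for replicate 1, triangles for replicate 2 and lines for the group means. In the KO groups Mtx2, Ndufaf1 and Yae1d1 lie below and Gabpb1 and Eme1 above their WT groups at both times, and Mcm3 lies below and Cdkn1a above WT at 18 h.

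Genes of the replication machinery were lower in KO cells at 18 h. Of 21 MCM helicase and origin factors 16 fell in CD4 cells (16 adjusted over the list alone), with a median of -1.16. Among them Mcm3 fell by 2.08 ± 0.20, Mcm5 by 1.25 ± 0.23, Cdc6 by 2.55 ± 0.38, Orc1 by 2.10 ± 0.39 and Mcm10 by 2.16 ± 0.37. In CD8 cells 4 fell (9 lower and 1 higher adjusted over the list alone), with a median of -0.75. They included Mcm3 by 1.13 ± 0.20 and Mcm5 by 1.16 ± 0.23, and Cdc6 stood at -1.001 ± 0.38. Of 24 genes of DNA polymerases and the replication fork 13 fell in CD4 and 5 in CD8 cells (18 and 9 adjusted over the list alone), with medians of -1.14 and -0.60. Among them were Dna2, a nuclease of lagging strand synthesis (-2.68 ± 0.39 and -1.65 ± 0.39), and the polymerase alpha genes Pola1 (-1.92 ± 0.24 and -1.001 ± 0.24) and Pola2 (-1.13 ± 0.15 and -0.70 ± 0.15). In CD8 cells the calls of Pola1 and Dna2 were kept in 1 and 5 of 16 runs with 1 array left out (-1.38 to -0.62 and -2.23 to -1.07). The ligase gene Lig1 fell by 1.62 ± 0.21 and 1.09 ± 0.21, while the clamp loader gene Rfc3 stood at -1.28 ± 0.53 and fell by 2.64 ± 0.53. With 1 array left out, Lig1 and Rfc3 in CD8 cells ranged from -1.48 to -0.70 and from -3.84 to -1.43. Both lists passed camera (adjusted p = 4.71e-16 for each in CD4, and 2.47e-09 and 1.96e-13 in CD8 cells). Each of these calls was lost with an estimated correlation (adjusted p = 0.195 and 0.163 in CD4, and 0.345 and 0.195 in CD8 cells, with an estimated correlation). In CD4 cells the counts became 5 and 7 without CD4 WT 18 h replicate 1 and 5 and 7 without CD4 KO 18 h replicate 2. In CD8 cells they became 0 and 0 without CD8 WT 18 h replicate 2, 7 and 8 without CD8 WT 18 h replicate 1, and 2 and 3 without CD8 KO 18 h replicate 2. The count of fork genes also became 3 without any 1 of CD4 WT 0 h, CD8 WT 0 h and CD8 KO 0 h and 2 without either CD4 KO 0 h array. A block for replicate number within each lineage gave 9 fork genes in CD8 cells.

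Genes that supply nucleotides and those of mitosis followed in CD4 cells. Of 19 genes of thymidylate, folate and dNTP synthesis 7 fell in CD4 and 2 in CD8 cells (9 and 9 adjusted over the list alone), with medians of -0.38 and -0.56. Tyms, which encodes thymidylate synthase, fell by 2.21 ± 0.29 and 1.93 ± 0.29 and Umps, of pyrimidine synthesis, by 0.76 ± 0.21 and 1.15 ± 0.21. Rrm2 and Tk1 fell in CD4 cells by 2.33 ± 0.35 and 1.85 ± 0.44, and Shmt1 stood at -1.03 ± 0.37 and -1.01 ± 0.37. This list passed camera (adjusted p = 9.49e-06 and 1.73e-06), with adjusted p = 0.113 and 0.085 with an estimated correlation. Of 21 mitosis genes 12 fell in CD4 cells (14 lower and 1 higher adjusted over the list alone), with a median of -1.36 (adjusted p = 3.85e-13; adjusted p = 0.157 with an estimated correlation). Among them Cdk1 fell by 2.30 ± 0.28, Aurkb by 2.25 ± 0.28, Bub1 by 2.23 ± 0.37, Top2a by 1.49 ± 0.35 and Mki67 by 1.24 ± 0.34. In CD8 cells 2 rose (2 higher and 1 lower adjusted over the list alone), Ccnb2 by 1.02 ± 0.18 among them, with a median of -0.16, and the list did not pass (adjusted p = 0.283). Of 20 genes of G1 and S phase 1 was higher and 5 lower in CD4 cells (1 and 6 adjusted over the list alone), with adjusted p = 0.0169 (adjusted p = 0.386 with an estimated correlation). In CD8 cells 1 was higher (1 adjusted over the list alone, adjusted p = 0.233). The higher one was Cdkn1a, an inhibitor of cyclin-dependent kinases (1.96 ± 0.26 and 2.01 ± 0.26). The lower ones included Ccne2 (-1.39 ± 0.37) and Ccna2 (-1.40 ± 0.38). Cdk6 stood at 0.85 ± 0.50 and -1.22 ± 0.50, Skp2 at -0.78 ± 0.27 and 0.16 ± 0.27, and Ccnd2 at 0.00 ± 0.64 and -1.35 ± 0.64. In CD4 cells the lower counts of nucleotide, mitosis and G1 and S phase genes became 2, 4 and 0 without CD4 WT 18 h replicate 1 and 2, 5 and 0 without CD4 KO 18 h replicate 2. Nucleotide and G1 and S phase counts became 3 and 3 without CD4 WT 18 h replicate 2 and 2 and 1 without CD4 KO 18 h replicate 1. The latter became 3 without either CD8 KO 0 h array. In CD8 cells the nucleotide count became 0 without CD8 WT 18 h replicate 2, 4 without CD8 WT 18 h replicate 1 and 5 without CD8 KO 18 h replicate 1. It was 5 with a block for replicate number within each lineage. The 2 mitosis calls in CD8 cells became 0 without either CD8 WT 18 h array and 1 without any 1 of the others except those of CD4 WT 0 h.

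**Figure D3:**
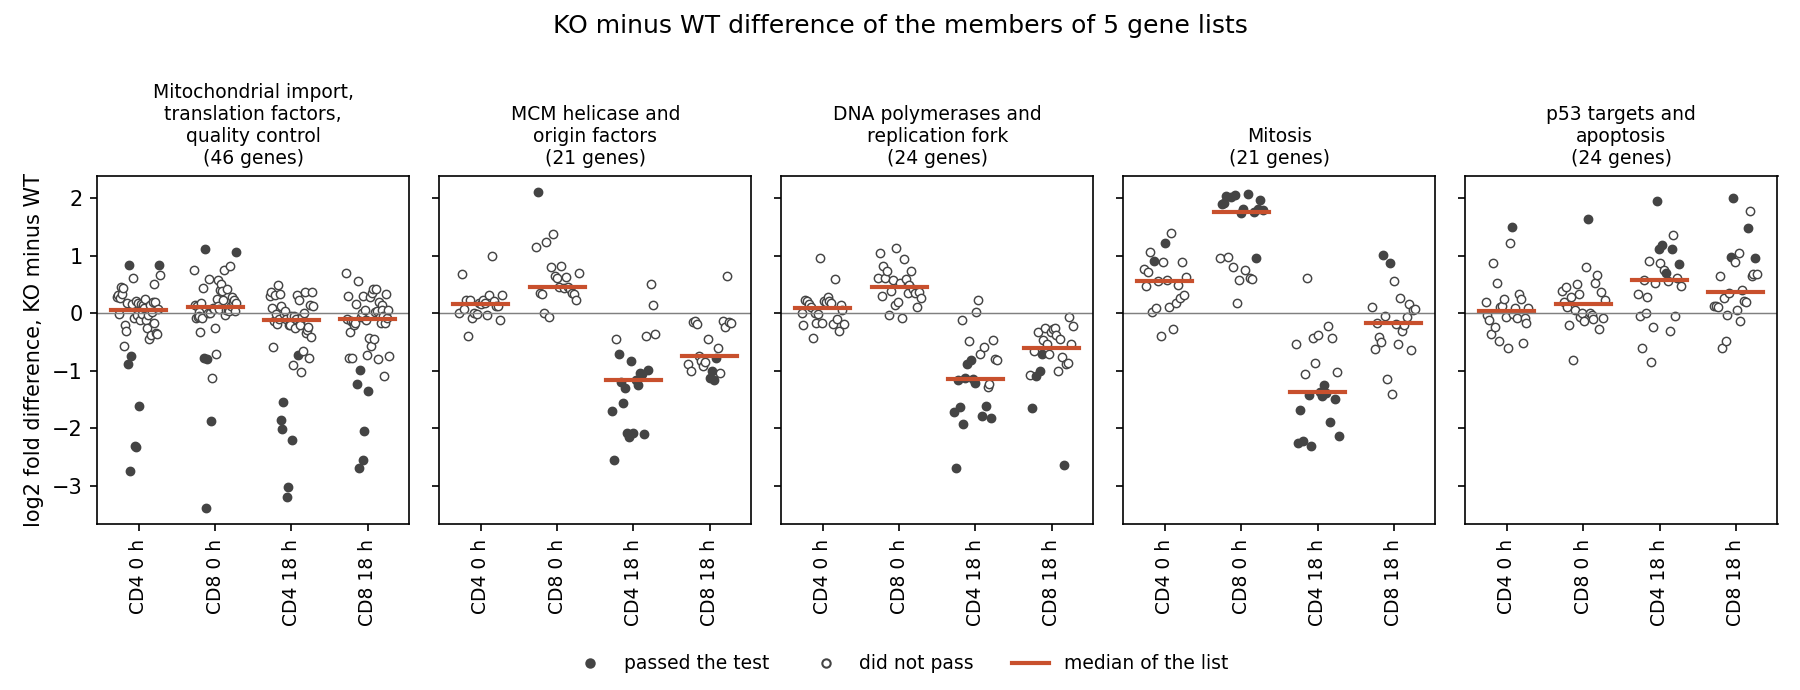
Difference of KO and WT (log2) for each member of 5 gene lists in the 4 comparisons, with filled points for genes that passed the test, open points for those that did not and a line at the median of the list. Medians of the mitosis list lie at 1.76 in CD8 cells at 0 h and at -1.36 in CD4 cells at 18 h, and those of the 2 replication lists lie below 0 in both lineages at 18 h.

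Mitochondrial groups at 18 h were lower in KO cells by a smaller amount, with a few members far lower. Of 46 genes of import, translation factors and quality control 0 were higher and 7 lower in CD4 cells and 0 were higher and 6 lower in CD8 cells (9 and 9 lower adjusted over the list alone). They included Stoml2 (-3.03 ± 0.26 and -2.04 ± 0.26), Timm10 (-2.21 ± 0.29 and -1.36 ± 0.29), Mtif2 (-1.86 ± 0.17 and -1.22 ± 0.17) and Oma1 (-1.54 ± 0.14 and -0.99 ± 0.14). The list's medians were -0.12 and -0.11, and it passed camera (adjusted p = 0.00216 and 4.59e-05; adjusted p = 0.596 and 0.403 with an estimated correlation). The 6 in CD8 cells became 11 without CD8 KO 18 h replicate 1 and stayed at 6 without replicate 2, where the median was -0.21. Of 74 genes of the mitochondrial ribosome 8 fell in CD4 and 2 in CD8 cells (10 and 2 adjusted over the list alone). Mrpl16 fell by 1.31 ± 0.19 and 1.43 ± 0.19, and Mrpl27 and Mrps34 fell in CD4 cells by 2.81 ± 0.31 and 1.84 ± 0.28 and stood at -0.82 ± 0.31 and -0.86 ± 0.28 in CD8 cells. The medians of this list were -0.25 and -0.15 (adjusted p = 1.87e-06 and 5.15e-05; adjusted p = 0.735 and 0.789 with an estimated correlation). Without CD8 KO 18 h replicate 2 that in CD8 cells was -0.37. Of 86 respiratory chain genes 6 and 2 fell (6 and 2 adjusted over the list alone), with adjusted p = 5.17e-05 and 0.00695 (adjusted p = 0.789 and 0.904 with an estimated correlation). They included the assembly factor gene Ndufaf7 (-1.87 ± 0.23 and -1.11 ± 0.23) and Cox8a (-1.41 ± 0.22 in CD4 cells), and Cox5b stood at -0.50 ± 0.24 and -0.01 ± 0.24. Of 20 TCA cycle genes 2 fell in each lineage (2 and 2 adjusted over the list alone), Idh3b by 1.71 ± 0.16 and 1.90 ± 0.16 and Dlst by 1.14 ± 0.15 and 0.72 ± 0.15. Camera gave adjusted p = 0.00873 and 7.76e-05 for them (adjusted p = 0.629 and 0.386 with an estimated correlation). Ribosome counts became 4, 5, 5 and 4 in CD4 cells without CD4 WT 18 h replicates 1 and 2 and CD4 KO 18 h replicates 1 and 2. Respiratory chain counts became 3 without CD4 KO 18 h replicate 2. In CD8 cells both became 1 without CD8 WT 18 h replicate 2 and 4 without CD8 KO 18 h replicate 1. TCA counts became 1 without any 1 of CD8 WT 18 h and CD8 KO 18 h replicate 2. With a block for replicate number within each lineage 18 and 7 ribosome genes in CD4 and CD8 cells and 12 respiratory chain genes in CD4 cells fell. Of 51 genes matched as cytosolic ribosomal proteins 2 and 1 fell (2 and 1 adjusted over the list alone). Rps6kc1 fell by 1.04 ± 0.17 and 1.49 ± 0.17 in both lineages, and the list did not pass (adjusted p = 0.107 and 0.251), with 1 call left in CD4 cells without any 1 of CD4 WT 18 h and CD4 KO 18 h.

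Among stress groups at 18 h, the list of p53 targets and apoptosis genes was higher in KO cells. Of its 24 members 6 rose in CD4 and 4 in CD8 cells (7 higher and 1 lower, and 9 higher, adjusted over the list alone), with medians of 0.58 and 0.38. Besides Cdkn1a these included Phlda3, an inhibitor of Akt signaling (1.13 ± 0.23 and 1.48 ± 0.23), and, in CD4 cells, Gadd45b (1.19 ± 0.31). Gadd45g stood at 0.75 ± 0.28 and -0.14 ± 0.28. The list passed camera (adjusted p = 0.000112 and 5.03e-05) and passed with an estimated correlation (adjusted p = 0.0432 and 0.0414 with an estimated correlation). It did not when that was joined with a block for replicate number within each lineage (adjusted p = 0.0871 and 0.0943). Of 30 genes of ER stress and the integrated stress response 6 were higher and 1 lower in CD4 cells and 4 higher and 2 lower in CD8 cells (8 and 2, and 7 and 4, adjusted over the list alone). Ddit3 was joined by Trib3 (2.79 ± 0.48) and Atf5 (1.52 ± 0.19) in CD4 cells and by Atf6 (1.35 ± 0.19 and 0.83 ± 0.19) and Pdia5 (1.19 ± 0.18 and 0.90 ± 0.18) in both, although the call of Atf6 in CD8 cells was kept in 1 of 16 runs with 1 array left out (0.50 to 1.16). Sdf2l1 fell by 1.12 ± 0.16 and 0.82 ± 0.16. The list passed camera in CD4 cells (adjusted p = 0.00536; adjusted p = 0.255 with an estimated correlation) and not in CD8 cells (adjusted p = 0.545). The count of p53 targets and apoptosis genes in CD4 cells became 1 without any 1 of CD4 WT 18 h and CD4 KO 18 h. In CD8 cells it became 2 without CD8 WT 18 h replicate 2, stayed at 4 without CD8 KO 18 h replicate 2 and was 7 with the block. In CD8 cells the higher ER stress genes became 2 without any 1 of CD4 KO 18 h, CD8 WT 0 h and CD8 KO 18 h replicate 2 and 1 without CD8 WT 18 h replicate 1. The lower ones became 7 without CD8 KO 18 h replicate 1, 0 without replicate 2 of CD8 WT 18 h or CD8 KO 18 h, and 1 without any 1 of the 0 h arrays and of CD4 KO 18 h.

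Among metabolic groups at 18 h, sterol synthesis fell in CD4 cells. Of its 14 genes 5 fell in CD4 and 2 in CD8 cells (9 and 5 adjusted over the list alone), with medians of -0.78 and -0.43. They included Fdps (-1.28 ± 0.24 and -1.44 ± 0.24) and Idi1 (-1.18 ± 0.23 and -1.17 ± 0.23), both of the mevalonate pathway, and Hmgcs1 in CD4 cells (-1.12 ± 0.28). The list passed camera (adjusted p = 1.26e-07 and 8.88e-05; adjusted p = 0.165 and 0.304 with an estimated correlation). The counts became 0, 2 and 0 in CD4 cells without CD4 WT 18 h replicate 1 and CD4 KO 18 h replicates 1 and 2, and 0 in CD8 cells without CD8 WT 18 h replicate 2 or CD8 KO 18 h replicate 2. Without the latter array the median in CD8 cells was -0.70. In all, 10 fell in CD4 cells with a block for replicate number within each lineage. Of 17 glycolysis genes 3 fell in CD4 and 0 in CD8 cells (3 and 5 adjusted over the list alone), with medians of -0.41 and -0.47. Tpi1, Slc2a3 and Pfkm fell in CD4 cells by 1.25 ± 0.25, 1.03 ± 0.19 and 0.86 ± 0.19. This list passed camera (adjusted p = 4.59e-05 and 8.19e-07; adjusted p = 0.304 and 0.195 with an estimated correlation), and its 3 calls became 1 without CD4 KO 18 h replicate 2. Of 23 redox defence genes 1 fell in CD4 and 0 in CD8 cells (1 and 0 adjusted over the list alone). The call was the glutathione peroxidase gene Gpx1, which fell by 2.09 ± 0.25, and camera gave adjusted p = 0.421 and 0.956. With a block for replicate number within each lineage 2 redox genes fell in CD4 and 3 in CD8 cells. That block also gave 2 lower glycolysis genes in CD8 cells.

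T cell genes at 18 h differed in a few members. Of 26 activation genes 5 rose in CD4 and 0 in CD8 cells (6 and 2 adjusted over the list alone), including Cd83 (2.48 ± 0.50) and the nuclear receptor gene Nr4a2 (2.20 ± 0.42) in CD4 cells. The list passed there and not in CD8 cells (adjusted p = 0.0127 and 0.828; adjusted p = 0.304 with an estimated correlation in CD4 cells). These 5 became 3 without CD4 WT 18 h replicate 2 or CD4 KO 18 h replicate 1 and 1 without CD4 KO 18 h replicate 2. With a block for replicate number within each lineage 6 activation genes were higher and 2 lower in CD4 cells, and 2 were higher in CD8 cells. Il2ra, the alpha chain of the IL-2 receptor, stood at 0.07 ± 0.52 and -0.39 ± 0.52. Of 16 naive T cell and Foxo1 targets 2 rose in CD4 cells, Id3 by 1.36 ± 0.20 and Btg1 by 0.62 ± 0.15, and 0 in CD8 cells (3 and 4 higher adjusted over the list alone). Camera gave them adjusted p = 0.044 and 0.178 (adjusted p = 0.437 with an estimated correlation in CD4 cells). With the same block 3 naive T cell and Foxo1 targets rose in each lineage. Btg1 lost its call without any 1 of CD4 WT 18 h and CD4 KO 18 h, and Il7r stood at 0.37 ± 0.55 and 1.24 ± 0.55. Of the CD4 lineage list 0 of 7 were called (0 and 1 higher adjusted over the list alone), with a median of 0.58 in CD4 cells (adjusted p = 0.032; adjusted p = 0.175 with an estimated correlation) and adjusted p = 0.817 in CD8 cells. Of the CD8 lineage list 2 of 9 were called in CD4 cells, Car2 at 2.23 ± 0.51 and Ctsw at -0.96 ± 0.19 (1 higher and 1 lower adjusted over the list alone, adjusted p = 0.557), and 0 in CD8 cells (adjusted p = 0.652). Ctsw stayed between -0.98 and -0.95 whichever array was left out, CD4 WT 18 h replicate 1 with its high Cd8a included. Car2 ranged from 1.63 to 2.84 in these runs. Neither call was kept in every run.

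Markers of other cells had few calls at 18 h. Ighm, of B cells, fell by 1.46 ± 0.19 and Cst3, of myeloid cells, by 2.76 ± 0.52 in CD4 cells, each the only call of its list. Cst3 stood at -2.06 ± 0.52 and -1.76 ± 0.52 at 0 h and at -2.05 ± 0.52 in CD8 cells at 18 h without passing. Adjusted over the list alone, 1 B cell and 1 myeloid marker were lower in CD4 cells and 1 myeloid marker in CD8 cells. The B cell list had adjusted p = 0.633 and 0.946 and the myeloid list 0.652 and 0.986 in CD4 and CD8 cells. Memory and effector markers had 1 higher member in each lineage (1 and 4 adjusted over the list alone, adjusted p = 0.791 and 0.305), Tnfsf11 at 1.91 ± 0.41 in CD4 and Ahnak at 0.96 ± 0.19 in CD8 cells. NK cell, regulatory T cell, erythroid and platelet, and thymocyte lists had 0 calls in both lineages, with 0 adjusted over the list alone, and the smallest of their adjusted p values was 0.711. Median, mean and direction of the camera test differed in sign only in lists that did not pass, such as the NK cell and redox defence lists in CD8 cells at 18 h.

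The study kept changes shared by CD4 and CD8 cells, so the overlap of calls was counted. At 0 h, 49 genes were lower in both lineages, where independent lists would share 0.460, and 40 were higher in both, against 0.746. At 18 h, 116 were lower in both, against 5.96, and 86 were higher in both, against 5.36, and 0 genes changed in opposite directions at either time. Over both times 135 genes were lower and 118 higher in both lineages at 0 h or 18 h or both. Of the 135, 30 (22.2%) were lower in both lineages at both times, 57 (42.2%) were lower at both times in at least 1 lineage, and 70 (51.9%) were lower at 18 h alone. Of the 118, the same counts were 8 (6.78%), 20 (16.9%) and 72 (61.0%). Sdf2l1 and Trip13 were higher in both lineages at 0 h and lower in both at 18 h, Trip13 by 2.31 ± 0.32 and 1.33 ± 0.32. The call of Sdf2l1 in CD4 cells at 0 h and that of Trip13 in CD8 cells at 18 h were each kept in 2 of 16 runs with 1 array left out, with values of 0.63 to 0.82 and of -1.78 to -0.88. In CD4 cells the calls of Trip13 were kept in 13 of 16 runs at 0 h and 16 of 16 at 18 h.

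These overlaps also moved with the arrays left out. Genes lower in both at 0 h numbered 19 and 21 without CD4 WT replicates 1 and 2, 16 and 18 without those of CD4 KO, 16 and 14 without those of CD8 WT and 14 and 18 without those of CD8 KO at 0 h. Those higher in both at 0 h numbered 16 and 6, 5 and 8, 14 and 14, and 23 and 15 in the same order, 26 without either array of CD4 KO 18 h and 62 without either array of CD8 KO 18 h. At 18 h the genes lower in both numbered 34 without CD8 WT 18 h replicate 2. The higher ones numbered 48 and 46 without CD4 WT 18 h replicates 1 and 2, 44 and 38 without those of CD4 KO 18 h, and 19 without CD8 WT 18 h replicate 2. Without CD8 KO 18 h replicates 1 and 2 they numbered 168 and 41. Over both times, the 135 became 61 without CD8 WT 18 h replicate 2. The 118 became 72 and 75 without CD4 KO 0 h replicates 1 and 2, 76 and 72 without those of CD4 WT 18 h, and 66 and 61 without those of CD4 KO 18 h. They became 77 without either array of CD8 WT 0 h, 48 without CD8 WT 18 h replicate 2 and 220 without CD8 KO 18 h replicate 1. With a block for replicate number within each lineage 89 genes were higher at 0 h, 221 lower and 183 higher at 18 h, and 246 lower and 251 higher over both times. Without the 3 arrays of highest 3' to 5' difference 17 were higher at 0 h, 39 higher at 18 h and 49 higher over both times.

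Genes that the study's text names were followed as lists, which were chosen on these samples and are not independent evidence of their direction. Of 9 genes named as lower at both times, 8, 6, 9 and 9 were called lower in CD4 0 h, CD8 0 h, CD4 18 h and CD8 18 h (9, 8, 9 and 9 adjusted over the list alone). Mcrs1 fell by 1.65 ± 0.26, 1.39 ± 0.26, 2.34 ± 0.26 and 1.27 ± 0.26, and Mrps35 stood at -0.93 ± 0.21 and -0.54 ± 0.21 at 0 h and fell by 1.30 ± 0.21 and 0.99 ± 0.21 at 18 h. Of 6 genes named as lower at 18 h, 5 and 5 were called at 18 h and 0 at 0 h (6 and 6 lower at 18 h, and 0 and 3 higher at 0 h, adjusted over the list alone). Of 5 named as higher, 1, 1, 4 and 4 were called higher (1, 2, 5 and 4 adjusted over the list alone), with Blcap at 1.32 ± 0.14 and 0.85 ± 0.14 at 18 h. Of 10 named as mitochondrial genes bound by GABP, 7, 5, 10 and 10 were lower (9, 7, 10 and 10 adjusted over the list alone), Tmem126a by 1.79 ± 0.26 and 1.21 ± 0.26 at 18 h. The 4 lists passed camera except the list of genes lower at 18 h at 0 h (adjusted p = 0.978 and 0.185). With an estimated correlation the call of the higher genes in CD4 cells at 0 h was lost (adjusted p = 0.0758 with an estimated correlation), and the other calls of these lists held. When that was joined with a block for replicate number within each lineage, the genes lower at 18 h did not pass at 18 h (adjusted p = 0.133 in each lineage), nor did the higher genes in CD8 cells (adjusted p = 0.126 at 0 h and 0.0747 at 18 h).

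Stimulation was followed within each genotype. In WT cells the chemokine gene Ccl3 rose by 3.82 ± 0.66 in CD4 and 7.06 ± 0.66 in CD8 cells, and the interferon gamma gene Ifng by 4.003 ± 1.14 and 5.88 ± 1.14. Il2ra rose by 4.95 ± 0.52 and 4.80 ± 0.52, the transcription factor gene Irf4 by 4.81 ± 0.32 and 4.82 ± 0.32 and Bcat1, of branched-chain amino acid metabolism, by 5.30 ± 0.39 and 4.29 ± 0.39. Lowest were the kinase gene Sgk1 (-5.44 ± 0.32 and -4.23 ± 0.32), Dtx1 (-4.20 ± 0.34 and -3.85 ± 0.34), the cholesterol exporter gene Abca1 (-4.17 ± 0.23 and -3.76 ± 0.23), Hsd11b1 (-4.57 ± 0.22 and -3.28 ± 0.22) and Ddx60 (-4.70 ± 0.36 and -3.15 ± 0.36). In KO cells Ccl3, Il2ra, Irf4 and Bcat1 rose by 4.21 ± 0.66, 4.73 ± 0.52, 5.43 ± 0.32 and 5.51 ± 0.39 in CD4 and by 5.56 ± 0.66, 4.96 ± 0.52, 5.04 ± 0.32 and 4.08 ± 0.39 in CD8 cells. Of 21 MCM helicase and origin factors 16 rose in WT cells of each lineage, and in KO cells 9 were higher and 1 lower in CD4 and 2 were higher in CD8 cells. Of 21 mitosis genes 15 were higher and 1 lower in CD4 WT and 16 were higher in CD8 WT cells, while 5 were lower in CD4 KO and 0 called in CD8 KO cells. All of the genes named here kept their calls in WT cells whichever array was left out, except Ifng in CD4 cells.

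With limma stimulation raised 1510 and lowered 1740 genes in CD4 WT cells, and raised 1017 and lowered 868 in CD8 WT cells. In KO cells 1372 rose and 1633 fell in the CD4 lineage, and 455 rose and 479 fell in the CD8 lineage. CD4 and CD8 WT cells shared 921 higher and 782 lower genes, against 124 and 122 for independent lists. The 1885 calls in CD8 WT cells became 971 and 1176 without CD8 WT 0 h replicates 1 and 2 and 709 without CD8 WT 18 h replicate 2. The 934 calls in CD8 KO cells became 382 and 518 without CD8 KO 0 h replicates 1 and 2, and 2224 and 613 without CD8 KO 18 h replicates 1 and 2. They were 385 without the 3 arrays of highest 3' to 5' difference and 1536 with a block for replicate number within each lineage.

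The difference of the response between KO and WT was tested directly. In KO cells of both lineages Trip13 responded less, by -4.41 ± 0.45 in CD4 and -3.13 ± 0.45 in CD8 cells, as did Cenph (-4.00 ± 0.46 and -2.97 ± 0.46). So did the replication licensing gene Cdc6 (-3.22 ± 0.54 and -3.11 ± 0.54), Uhrf1, of DNA methylation upkeep (-3.27 ± 0.46 and -2.91 ± 0.46), and Cdk1 (-2.86 ± 0.40 and -3.21 ± 0.40). Rgs16 (2.78 ± 0.31 and 2.62 ± 0.31) and Cdkn1a (1.71 ± 0.37 and 2.08 ± 0.37) responded more. Ahnak fell with stimulation in WT cells (-1.13 in CD4 and -1.81 in CD8), and its difference of 1.38 ± 0.27 and 1.57 ± 0.27 opposed that fall. Trip13, Cenph, Uhrf1, Cdk1 and Rgs16 kept their calls in CD4 cells whichever array was left out, and in CD8 cells each of these 8 genes lost its call without at least 1 array. Cdkn1a kept its call in 4 of 16 runs in CD4 and 2 of 16 in CD8 cells. With limma 65 genes were higher and 110 lower in the response of KO CD4 cells and 5 and 28 in CD8 cells. Both lineages shared 3 and 22. Centring on array medians gave 50 and 50 in CD4 cells and 3 and 5 in CD8 cells, so that 50% and 37.5% in place of 37.1% and 15.2% were higher. It moved the median of all genes in CD4 cells from 0.07 to 0.18. With a block for replicate number within each lineage the counts were 350 and 61, and without the 3 arrays of highest 3' to 5' difference 7 genes were called in CD8 cells.

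Both response counts moved with the array left out. The 175 in CD4 cells became 54 and 64 without CD4 WT 0 h replicates 1 and 2, 40 and 59 without those of CD4 KO 0 h, 46 and 103 without those of CD4 WT 18 h, 96 and 44 without those of CD4 KO 18 h and 266 without either array of CD8 KO 18 h. The 33 in CD8 cells became 19 without either array of CD4 WT 0 h, 7 without either of CD4 KO 0 h, 14 without either of CD4 WT 18 h and 8 without either of CD4 KO 18 h. They became 12 and 3 without CD8 WT 0 h replicates 1 and 2, 2 and 8 without those of CD8 KO 0 h, 126 and 2 without those of CD8 WT 18 h and 271 without CD8 KO 18 h replicate 1. Of the 41 and 15 named genes called in CD4 and CD8 cells, 17 and 1 kept the call whichever array was left out.

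Whether the KO effect differed between lineages was tested as the KO difference in CD8 minus that in CD4 cells. At 18 h it was higher in CD8 cells for Rbp4 (3.08 ± 0.30, adjusted p = 0.0021) and the interferon-induced gene Ifitm2 (2.67 ± 0.40, adjusted p = 0.0434), and lower for Zeb2, a transcription factor gene (-3.40 ± 0.45, adjusted p = 0.0246), and Il1a (-2.85 ± 0.29, adjusted p = 0.0021). Zeb2 had risen by 3.95 ± 0.32 and Ifitm2 had fallen by 2.53 ± 0.28 in KO CD4 cells, with 0.55 ± 0.32 and 0.14 ± 0.28 in CD8 cells. The fifth gene called was Racgap1, of cytokinesis, at 1.85 (adjusted p = 0.0434), which lies outside the rule and was named after its values were seen. With limma 5 genes were called at 18 h and 0 at 0 h, where 478 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.424. Il1a and Rbp4 kept their calls whichever array was left out, while Zeb2 and Ifitm2 kept theirs in 3 and 1 of 16 runs. The 5 became 586 without CD8 KO 18 h replicate 1, 3 without CD4 KO 18 h replicate 2 and 2 without any 1 of the 0 h arrays, of CD4 WT 18 h and CD8 WT 18 h replicate 2, and the 0 became 1 without CD8 KO 0 h replicate 1. With a block for replicate number within each lineage 3 genes were called at 0 h and 17 at 18 h.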

Values the study reported

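The study kept transcripts that changed alike in CD4 and CD8 T cells at 0 h, at 18 h or at both, by more than 1.5-fold and at a false discovery rate below 0.05. By that standard it reported 109 genes that were lower and 80 that were higher in KO T cells. It reported that about 70% of the lower genes differed at both times and about 30% at 18 h alone.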

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

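Chosen only after the result was seen were the test of the CD8 calls in CD4 cells, the test of prior activation with genes chosen on CD4 arrays, the block for replicate number within each lineage, that block with an estimated correlation, the run without the 3 arrays of highest 3' to 5' difference and the run with that difference as a covariate.

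The control probe sets of CD8 KO 18 h replicate 2 differed by 3.76 between 3' and 5' ends, and partly lost RNA in this array was weighed as the source of the 111 genes called higher in CD8 but not in CD4 cells at 18 h. In replicate 1 alone their median over WT was 0.832 (interval 0.762 to 0.926, n = 111), and for the 86 called in both lineages 0.915 (0.838 to 1.08), but both sets had been chosen on both replicates, so that these values decide nothing. In CD4 cells at 18 h, 91.0% of the 111 lay above 0 (95% interval 84.1% to 95.6%), against 52.7% of all genes, which is not consistent with RNA loss as their whole source, a test written after the calls were seen. A different state of the cells in this array was weighed as well and stays open, because 75.2% of the variance between its replicates lay between probe sets of the same gene (55.6% to 75.9% in the other groups), yet the variance that the probe sets of a gene shared was also the largest, at 0.237 against 0.0251 to 0.082. The genes called higher fell from 197 to 59 without this array, to 18 with array weights and to 96 with the 3' to 5' difference as a covariate, while those called lower went from 144 to 134, 41 and 209, so that RNA loss as a part of the source stays open.

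Mitosis genes were higher in CD8 KO cells at 0 h, and this could come from the RNA of CD8 KO 0 h replicate 2 or from cells that had been activated before sorting. In replicate 1 alone the median of the 21 genes was 1.82 over WT (interval 0.881 to 1.95), which is not consistent with a source in replicate 2 alone. The 941 genes that stimulation raised in CD8 WT cells, cell cycle lists left out, stood at a median of 0.3002 in CD8 KO cells at 0 h (0.277 to 0.325), but they had been chosen on the same CD8 WT arrays at 0 h, which raises this value and leaves it undecided. The 1437 genes that stimulation raised in CD4 WT cells were chosen on arrays outside this comparison. They stood at a median of 0.224 in CD8 KO cells at 0 h (0.204 to 0.247), a test written after the values were seen. Of these 62 were called higher and 5 lower. How large a shift prior activation would give was not measured, so that neither median decides its share in the source. Prior activation stays open, although the sort for CD44 low and CD25 negative cells would remove most activated cells.

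Cell cycle genes were lower in CD4 KO cells at 18 h, and a weaker response to the stimulus as a whole could lower them. The 941 genes stood at a median of -0.174 there (interval -0.206 to -0.129), with 119 called lower and 33 higher. The 105 cell cycle list genes stood at -0.891, which argues against a loss of equal size throughout. Induction was not scaled for, so a proportional weakening stays open. Scaling could lower them as well. Under each of 3 rescalings 13 to 16 of the 21 MCM helicase and origin factors were lower. This argues against the choice of scaling as the source. All 3 assume most transcripts do not shift, so a change of total RNA stays open.

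The response differed between KO and WT for 175 genes in CD4 and 33 in CD8 cells. In CD4 cells the response was lower for Trip13 (-4.41), Cenph (-4.00), Rrm2 (-3.36), Bub1 (-3.30), Uhrf1 (-3.27), Cdc6 (-3.22), Orc1 (-3.10), Cdk1 (-2.86), Ifitm2 (-2.84), Aurkb (-2.72), Ccna2 (-2.65), Mki67 (-2.64), Dna2 (-2.48), Cip2a (-2.46), Ccne2 (-2.42), Top2a (-2.39), Mcm3 (-2.24), Mrpl27 (-2.20), Eme1 (-2.10), Racgap1 (-2.10), Gpx1 (-2.09), Pola1 (-2.04), Lig1 (-1.85), Sdf2l1 (-1.85), Cenpf (-1.60) and Ighm (-1.30). It was higher there for Mmp13 (4.54), Zeb2 (3.74), Il1a (3.71), Tnnt2 (3.05), Rgs16 (2.78), Nsun6 (2.47), Sgk1 (2.32), Ddit3 (2.22), Cxcr3 (2.14), Id3 (2.04), Cdkn1a (1.71), Abca1 (1.52), Pdia5 (1.41), Ahnak (1.38) and Blcap (0.99). In CD8 cells the response was lower for Cdk1 (-3.21), Trip13 (-3.13), Cdc6 (-3.11), Cenph (-2.97), Uhrf1 (-2.91), Aurkb (-2.52), Mcm5 (-1.98), Eme1 (-1.95), Lig1 (-1.92), Sdf2l1 (-1.89) and Mcm3 (-1.75), and higher for Rbp4 (3.77), Rgs16 (2.62), Cdkn1a (2.08) and Ahnak (1.57). The KO effect at 18 h differed between lineages for 5 genes, Zeb2 (-3.40), Il1a (-2.85), Rbp4 (3.08), Ifitm2 (2.67) and Racgap1 (1.85). Eme1 exceeded WT at both times, by less at 18 h. The cause was not tested.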

How the results depend on the processing

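Chosen only after the result was seen were the blocks within each lineage, alone or crossed, that block with an estimated correlation, the run without the 3 arrays of highest 3' to 5' difference and the run with that difference as a covariate. Among the named genes followed under the alternatives no call changed its sign. The causes of the moves were not tested unless stated. Counts are given in the order CD4 0 h, CD8 0 h, CD4 18 h and CD8 18 h for KO against WT (158, 202, 850 and 341), then CD4 WT, CD8 WT, CD4 KO and CD8 KO for stimulation (3250, 1885, 3005 and 934), and only those that moved by more than 1.5 times are given.

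With limma's treat, which demands a change beyond 1.5-fold by construction, the KO counts were 20, 26, 159 and 31 and stimulation counts 1319, 371, 1177 and 165. There were then response differences of 26 in CD4 and 3 in CD8 cells and a lineage difference of 2 at 18 h. Genes lower and higher in both lineages were then 7 and 3 at 0 h, 17 and 6 at 18 h and 18 and 9 over both times. Without the dimmest genes the lineage difference at 18 h was 0. Taking any probe set of a gene gave response differences of 109 and 7 and a lineage difference of 2 at 18 h. The mean of the probe sets gave 19 response differences in CD8 cells, 3 for the lineage difference and 57 genes higher in both lineages at 18 h.

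Cyclic loess gave 193 genes lower in both lineages at 18 h and 208 over both times. Centring on array medians gave 133 genes in CD8 cells at 0 h, response differences of 100 and 8, 23 genes higher in both at 0 h, 72 lower in both at 18 h and 85 lower over both times.

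With only the arrays of the groups compared, which leaves few degrees of freedom, CD4 cells at 0 h had 46 genes, CD8 cells at 18 h 1, stimulation of CD8 KO cells 141, the CD8 response difference 1 and the lineage difference at 18 h 0. Lower and higher in both were then 26 and 6 at 0 h, 0 and 0 at 18 h and 26 and 6 over both times. With only the arrays of the lineage the counts were 34 and 57 in CD8 cells at 0 h and 18 h, 480 for stimulation of CD8 KO cells and 1 for the CD8 response difference. Lower and higher in both were 11 and 16 at 0 h, 34 and 13 at 18 h and 36 and 26 over both times. Array weights, between 0.35 and 1.54, gave 415 and 59 in CD8 cells at 0 h and 18 h, 322 for stimulation of CD8 KO cells, 8 for the CD8 response difference and 3 for the lineage difference at 18 h. With them 62 genes were higher in both at 0 h, 40 lower and 14 higher at 18 h, and 76 and 71 over both times.

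A block for replicate number across lineages gave 16 for the CD8 response difference and 2 for the lineage difference at 18 h. A random block by genotype, with a correlation of -0.058, gave 3 for the latter. The block within each lineage gave 281 and 434 genes at 0 h, 796 in CD8 cells at 18 h, 1536 for stimulation of CD8 KO cells, response differences of 350 and 61 and lineage differences of 3 and 17. It also gave 89 genes higher in both at 0 h, 221 lower and 183 higher at 18 h and 246 and 251 over both times. With the crossed block, which pairs opposite replicate numbers of the lineages, these 13 counts were 293, 447, 822, 1528, 376, 84, 2, 23, 93, 226, 185, 253 and 256. These 2 blocks changed no other of these counts by more than 1.5 times. Camera with a random block was not run.

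Without the 3 arrays of highest 3' to 5' difference there were 102 and 112 genes at 0 h, 196 in CD8 cells at 18 h, 385 for stimulation of CD8 KO cells and 7 for the CD8 response difference. Then 17, 39 and 49 genes were higher in both at 0 h, at 18 h and over both times. With that difference as a covariate there were 271 and 358 genes at 0 h, response differences of 356 and 90, and 8 for the lineage difference at 18 h. Genes shared by the lineages were then 76 lower and 86 higher in both at 0 h, 188 lower at 18 h and 214 lower over both times.

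With 1 array left out, the lowest and highest KO counts were 23 and 232, 38 and 313, 306 and 1062, and 61 and 1766. Those for stimulation of CD8 WT and CD8 KO cells were 709 and 2213, and 382 and 2224. Response differences lay between 40 and 266 and between 2 and 271, and lineage differences between 0 and 1 and between 2 and 586. Genes lower in both lay between 14 and 61 at 0 h, 34 and 141 at 18 h and 61 and 168 over both times, and those higher in both between 5 and 62, 19 and 168, and 48 and 220. Leave-one-out counts of gene lists were made for KO against WT alone.

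With an estimated correlation 2, 4, 5 and 5 of 31 lists passed camera in place of 7, 9, 20 and 14. With the block within each lineage as well 2, 2, 3 and 2 did. These counts include the 4 lists of genes that the study names, chosen on these samples. Of the other lists, mitosis in CD8 cells at 0 h and p53 targets and apoptosis in both lineages at 18 h passed. With the block as well, none of the other lists passed. The preset correlation treats genes of a list as nearly independent, which co-expressed genes are not. Over the alternatives other than 1 array left out, calls of the named genes followed stayed in 6540 comparisons and were lost in 753. This tally does not cover the other called genes. With 2 arrays per group the precision of each value is limited.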

Other observations

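Chosen only after the result was seen were the block within each lineage and the runs that used the 3' to 5' difference of the control probe sets.

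Stimulation raised members of metabolic and mitochondrial groups in WT cells. Of 74 genes of the mitochondrial ribosome 37 rose in CD4 WT and 27 in CD8 WT cells, whereas 23 rose and 4 fell in CD4 KO cells and 2 rose and 1 fell in CD8 KO cells. Of 14 genes of sterol synthesis, which feeds new membranes, 10 and 9 rose in WT cells, and 4 rose and 1 fell in CD4 KO cells and 5 rose in CD8 KO cells. Of 17 glycolysis genes 8 were higher and 1 lower in WT cells of each lineage, 6 higher and 3 lower in CD4 KO cells and 4 higher and 1 lower in CD8 KO cells. Whether these differ between genotypes was not tested for the lists. The list counts for stimulation of CD8 KO cells include CD8 KO 18 h replicate 2 and were not repeated without it.

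T cell activation genes responded in both genotypes, with 20, 16, 18 and 16 of 26 higher in CD4 WT, CD8 WT, CD4 KO and CD8 KO cells and medians of 2.13, 1.66, 2.57 and 1.54. Genes of ER stress and the integrated stress response, of which Ddit3 is an effector, had 12 higher and 2 lower of 30 in CD4 WT, 10 and 1 in CD8 WT, 18 and 0 in CD4 KO and 7 and 0 in CD8 KO cells. Ddit3 fell in WT cells (-1.13 ± 0.22 and -0.70 ± 0.22) and rose in CD4 KO cells (1.09 ± 0.22), its call in CD8 WT cells being kept in 4 of 16 runs with 1 array left out. Of 16 naive T cell and Foxo1 targets 9 and 7 were lower in CD4 WT and CD8 WT cells. In KO cells 1 was higher and 8 lower in the CD4 lineage, and 3 were lower in the CD8 lineage.

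Gabpa lies in GRCm38.p6 beside Atp5j, Jam2 and Mrpl39, and none of these nor Cyyr1 and Adamts1 was called in any KO comparison, while App rose by 2.26 ± 0.37 in CD8 KO cells at 18 h. Because GABP can act at promoters shared by 2 genes, the share of the genes lower in both lineages that lie within 1 kb of another gene was counted, and it was 48.5% of 134 (random genes 35.1% to 51.5%), which gave no sign of an excess.

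The study's text does not state whether a gene changed at both times had to be called in either lineage or in both. Its shares thus compare only loosely. Of the 135 genes lower in both lineages here, 42.2% were lower at both times in at least 1 lineage and 22.2% in both. By this test against 0 with a fold filter, both shares were below the published one. Lower at 18 h alone were 51.9% of the 135, by this test above the published share. The study's methods describe another test, relative to a 1.5-fold change. With such a test (limma's treat) 18 genes were lower and 9 higher in both lineages here, fewer than published. Of the 18, 61.1% were lower at both times in at least 1 lineage and 38.9% were lower at 18 h alone. These shares lay nearer to the published ones than those from the test against 0. In both lineages 33.3% were lower at both times, below the published share.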
